A study of Mus musculus with 4 samples.

How the data were processed

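PolyA RNA of Arid1a f/f:CreERT2 mouse ESCs was sequenced in 4 samples, 2 given ethanol and 2 given 1 µM 4-OHT for 24 hours, with RNA collected 72 hours after treatment. The ESCs were grown with serum, serum replacement and LIF on irradiated embryonic fibroblasts, per the labels' protocols, so feeder RNA can be part of each library. Libraries were made with a TruSeq RNA v2 kit or a TruSeq Stranded mRNA kit, per the labels' protocols, which do not say which library had which. A kit difference between the groups can therefore not be told apart from the treatment. Per the submitters' processing notes, FastQC, Trimmomatic, HISAT2 and edgeR were used with the mm10 build, with no versions given. The read counter, its annotation and its use of strand are not given in the sources used here.

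The deposited table held 14382 genes, each with an Entrez number, and 4 columns of values. Per the file headers, the authors gave each group's mean CPM (read counts scaled to the size of the library) and an adjusted p-value and log2 fold change of 4-OHT over ethanol. Mean CPM of a group of 2 libraries is the sum of 2 whole read numbers, each times a step set by the effective size of its library. Both steps of each group were found from the low values of the authors' deposited CPM columns. With them, 100% of the 14382 values in each column came out as whole reads, to the printed digits, and exactly 1 pair of read numbers was possible for 99.7% of genes in ethanol and 99.95% with 4-OHT. Values moved at random came out whole in 0.167% and 0.367% of 3000 trials. Of the genes with several possible pairs (45 in ethanol and 7 with 4-OHT), 39 and 7 were settled by asking for libraries within 2-fold of each other. The other 6 genes, all at 2859 CPM or more, were left out, and 14376 were tested, of which 18 had 0 reads in all 4 libraries. The libraries of a group are called A and B here, since the columns carry no replicate numbers. Effective library sizes were 6451759 and 6410293 reads in ethanol and 7035534 and 6291532 with 4-OHT. Floors and counting intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Log2(CPM + 1) values correlated at 0.995 (Pearson, across genes, which are not independent) within each group and at 0.987 to 0.988 between groups.

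The authors' deposited log2 fold change and p-value columns were not used for any gene, because they are out of register with the gene identifiers. With rows in text order of the Entrez number the deposited adjusted p never fell in 14381 steps. Across genes the deposited log2 fold change and the log2 ratio of the mean CPM in the same row had a Spearman rho of 0.018. As a count over the column, the authors' deposited table held 1768 rows with an adjusted p under 0.05, 942 above 0 and 826 below 0 (53.3% above). Symbols came from the deposited table for 13626 genes and from RefSeq by Entrez number for 746, 10 had none, and 42 rows shared a symbol. Coordinates are from RefSeq and Gencode annotation of mm10, 1-based.

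The design fixed beforehand foresaw counts, normalized values per sample or the authors' comparison alone. As the table held group means, the branch for normalized values was used on the recovered CPM of each library. The main test was limma-trend 3.58.1 in R 4.3.3 on log2(CPM + 1), 4-OHT minus ethanol, two-sided, with Benjamini-Hochberg adjustment over all tested genes, a threshold of 0.05 and no filter on low values. Every adjusted p in the text is from limma unless another tool is named. A list's p is from camera in limma, adjusted over 22 lists, with a preset correlation of 0.01, and also with a correlation estimated from the residuals, which have 2 degrees of freedom. The lists were written before the data were examined and tested where at least 5 members were measured. Of 514 list entries measured, 501 were different genes. Counting tests on the recovered reads used edgeR 4.0.16 (quasi-likelihood, filterByExpr, the authors' effective library sizes) and DESeq2 1.42.0. The edgeR fits were added after seeing the data. The exact test of edgeR was used only to compare recomputed log2 fold changes with the deposited column. Other settings tried were size factors of DESeq2, a pseudocount of 0.1, minimum levels, thresholds of 0.01 and 0.1, a 2-fold minimum, Bonferroni adjustment, leaving out each library, and for lists a preset correlation of 0.05, ranks, fold changes and 10000 random lists matched on expression.

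Named genes were chosen by a rule written before the data were examined. It took Arid1a, Arid1b, Bmi1, Ring1, Fgf4, Pou5f1, Nanog and Sox2, then the 12 largest rises and 12 largest falls among called genes with a mean log2 CPM of at least 1 and groups that did not overlap, leaving out clone-like names and pseudogenes. It also took up to 4 called members of each list with the largest change. Ccnd3, Hk2, Lefty1, Nes and Pmepa1 were named after their values were seen, because a count of 5 or fewer included them, and so were Dpf2, Eed, Esrrb, Jarid2, Klf5, Pcgf6, Tbx3 and Tfcp2l1. Members of the WNT and FGF lists were also named after their values were seen. They are Apcdd1, Axin2, Dkk1, Dusp4, Dusp5, Il17rd, Nkd1, Notum, Rnf43, Spred1, Spred2, Spry2, Spry4, Wnt3 and Znrf3. Some genes that the rule or these counts take in are not reported here by name. Exon overlaps were looked up in Gencode M21 for the 100 genes that the rule named, of which 33 shared exon bases with another gene and 12 at least 10%.

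The recovery and the tests were tested on simulated data, in which 200 of the genes were changed and the library means were taken as in the deposited table. The reads simulated were recovered in 100% of 14375 genes. In that simulation of 4-OHT against ethanol, limma called 38.8% of 67 genes changed 1.5-fold, 76.1% of 67 changed 2-fold and 98.5% of 66 changed 4-fold, with 0% of its 142 calls on unchanged genes. The edgeR test called 71.6%, 94.0% and 100%, with 3.80% of its 184 calls on unchanged genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.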

Results

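RNA-seq profiles were compared in mouse embryonic stem cells (ESCs) that carry floxed alleles of Arid1a and CreERT2, a Cre recombinase that acts once 4-hydroxytamoxifen (4-OHT) is bound. ARID1A is a subunit of the BAF chromatin remodelling complex, and the comparison asked which transcripts change after its gene is deleted. Cells on fibroblast feeders received ethanol or 1 µM 4-OHT for 24 hours, and RNA was collected 72 hours after treatment, with 2 libraries per group. The deposited table held each group's mean CPM (read counts scaled to the size of the library) for 14382 genes, and the reads of each library were recovered from these means. The recovered totals were 6258499 and 6195567 reads in the ethanol libraries and 7012664 and 6188378 reads in the 4-OHT libraries. A read was worth between 0.142 and 0.159 CPM, and 0 reads in a library allowed a level of up to 0.426 to 0.477 CPM (3 reads, counting error only). Nothing in the labels says that replicates were separate cultures, so the p-values measure the spread between these samples, which may be technical.

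Arid1a, the targeted gene (ENSMUSG00000007880, mm10 chromosome 4, 133679008 to 133756769, minus strand), fell from 510 ± 10.7 CPM in ethanol to 227 ± 19.8 CPM with 4-OHT (SD, n = 2 per group; limma adjusted p = 7.27e-06). Its log2 fold change was -1.16 (SE 0.066), a level 2.24 times lower. The value covers reads from the whole gene, since the floxed part was not measured separately here. Arid1b, which encodes the alternative ARID subunit of the complex, stood at 89.7 ± 5.03 CPM in ethanol and 90.3 ± 1.08 CPM with 4-OHT and did not pass the test (adjusted p = 0.951). Of 27 measured BAF and PBAF subunit genes, Arid1a alone passed the threshold in limma, over all genes and adjusted over the list alone, and edgeR also called Dpf2 higher (edgeR adjusted p = 0.0339). The median log2 fold change of this list was 0.03 and the mean -0.02, and the list was not past the camera threshold (adjusted p = 0.976). Of 31 Polycomb subunit genes, L3mbtl2 rose from 242 to 291 CPM and Cbx6 fell from 80.8 to 67.1 CPM, and 29 did not pass in limma. Adjusted over the list alone, 1 rose and 0 fell, and edgeR called 3 higher and 2 lower, adding Jarid2, Pcgf6 and Eed. The list's median of -0.02 and mean of 0.01 differed in sign (camera adjusted p = 0.976). Bmi1 was at 23.0 ± 0.115 and 20.9 ± 3.56 CPM and Ring1 at 19.3 ± 4.53 and 19.7 ± 0.460 CPM in ethanol and 4-OHT, and neither passed.

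**Figure D1:**
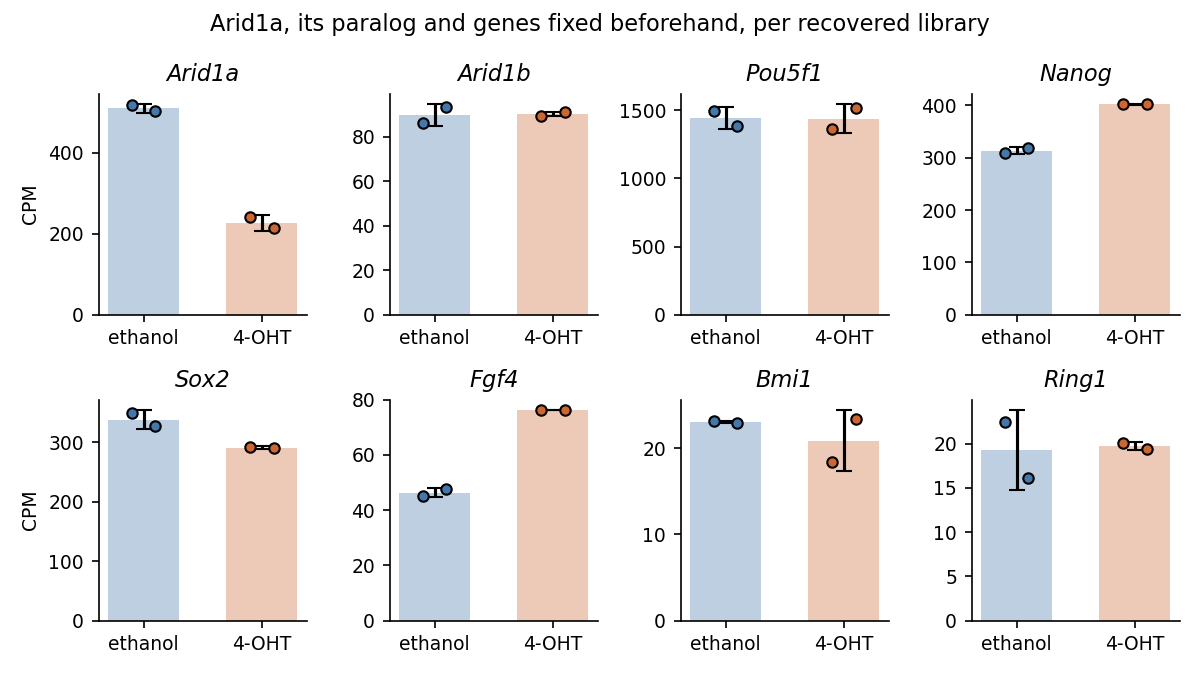
CPM of the 8 genes chosen whatever their result, in ethanol (blue) and with 4-OHT (orange); points are the 2 recovered libraries of a group, bars the mean and error bars the SD. Arid1a lay at 510 CPM in ethanol and 227 CPM with 4-OHT, while Arid1b lay at 89.7 and 90.3 CPM.

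With 4-OHT, 754 genes rose and 606 fell among 14376 tested (1360 past the threshold, limma on log2(CPM + 1)), so that 55.4% of them rose. The share was 51.0% of 1967 calls among genes with a mean log2 CPM of at least 1 and 48.1% of 1722 calls at 3 or more. Changes of at least 2-fold were mostly rises, in 160 of 215 genes (74.4%). Gsx1, a homeobox gene of neural progenitors (chromosome 5, 147188696 to 147190947), rose from 0.233 ± 0.109 to 11.5 ± 2.07 CPM, with 3 reads in ethanol against 154 with 4-OHT (ratio 49.5, counting interval 16.6 to 243). Slc17a6, which encodes a vesicular glutamate transporter, had 0 reads in both ethanol libraries and 6.47 ± 0.511 CPM with 4-OHT, at least 13.8-fold higher against the floor of 3 reads per library. Crabp1, a retinoic acid binding protein gene (chromosome 9, 54764748 to 54773110), rose from 11.3 ± 0.0586 to 74.8 ± 6.41 CPM. Stra8, a gene of meiotic entry, rose from 7.93 ± 1.36 to 52.0 ± 4.81 CPM. Fgf15 rose from 9.09 ± 0.728 to 48.8 ± 0.456 CPM, and Fgf5 from 2.95 ± 0.866 to 16.9 ± 2.38 CPM. Gli1, a transcriptional effector of Hedgehog signalling (chromosome 10, 127329882 to 127341579), rose from 8.94 ± 1.17 to 44.4 ± 1.92 CPM. The other large rises were in C1ql4, Msx1, Zfp467, Psmb8 and Alox15, the last from 7.38 ± 0.516 to 31.2 ± 3.16 CPM.

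The largest falls were smaller than the largest rises. Nt5e, which encodes an ectonucleotidase of the cell surface (chromosome 9, 88327609 to 88372089), fell from 48.3 ± 5.17 to 12.5 ± 0.179 CPM, a level 3.86 times lower. Spsb1 fell from 24.9 ± 1.43 to 7.80 ± 0.0207 CPM. Lamb3, a laminin chain gene, fell from 11.4 ± 3.80 to 3.19 ± 0.888 CPM, and Krt19, a keratin gene, from 33.1 ± 1.17 to 12.6 ± 1.66 CPM. Bmp7, a BMP ligand gene, fell from 17.4 ± 1.46 to 6.46 ± 0.0853 CPM. Gna14, Arhgef26, Trpm1, Sh3gl2, Fut4, Ccdc85a and Dpp4 completed the 12 largest falls. A quasi-likelihood test in edgeR on the recovered reads, chosen after seeing the data, called 2042 of 12961 genes (51.6% rose) and shared 1329 of the 1360 calls, all with the same sign. The limma calls depended on the 4-OHT pair: without either 4-OHT library limma called 0 genes (lowest adjusted p 0.129 and 0.121, and 2505 and 2514 genes at an unadjusted p under 0.05), Arid1a included, whereas edgeR then called 1588 and 1767, with 1164 and 1202 of the 1360 among them in the same direction.

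**Figure D2:**
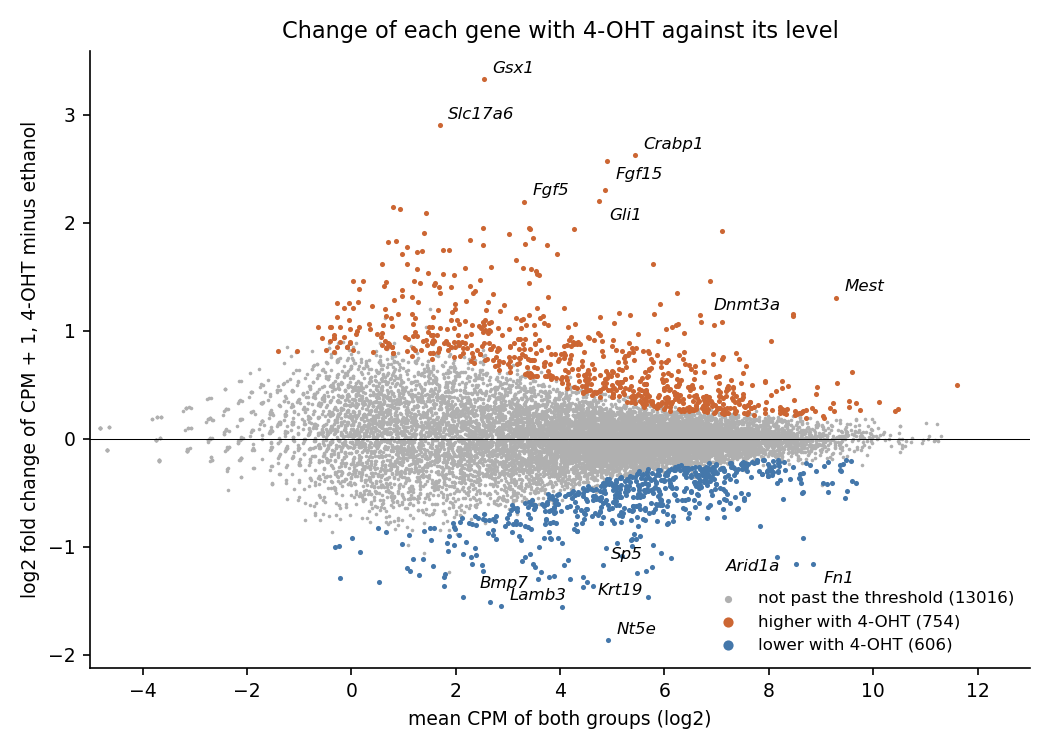
Log2 fold change of CPM + 1 (4-OHT minus ethanol, vertical axis) against the mean CPM of both groups (log2, horizontal axis) for the 14376 tested genes. The 754 genes that rose (orange) reach farther from 0 than the 606 that fell (blue), and 13016 genes (grey) did not pass the threshold.

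Of 20 measured genes of the primed epiblast, the state that follows naive pluripotency, 9 rose with 4-OHT, 0 fell and 11 did not pass (11 and 1 adjusted over the list alone), and the list was higher in camera (adjusted p = 7.82e-07; adjusted p = 0.212 with an estimated correlation). Besides Fgf15 and Fgf5, the de novo DNA methyltransferase gene Dnmt3a rose from 219 ± 12.2 to 487 ± 2.49 CPM and Otx2, a homeobox gene, from 9.94 ± 3.03 to 24.0 ± 4.69 CPM. Naive pluripotency genes changed in both directions: of 28, 9 rose, 6 fell and 13 did not pass (9 and 7 adjusted over the list alone). Dppa3 rose from 4.98 ± 0.0227 to 16.8 ± 2.71 CPM, Nr5a2 from 29.7 ± 2.94 to 53.9 ± 4.76 CPM, Tcl1 from 7.47 ± 0.694 to 14.0 ± 1.65 CPM and Fgf4 from 46.3 ± 1.75 to 76.2 ± 0.0358 CPM. Nanog rose 1.28-fold, from 314 ± 6.60 to 402 ± 0.508 CPM (adjusted p = 0.00219, limma), while Klf5 fell from 85.5 ± 3.79 to 60.1 ± 11.1 CPM, Tfcp2l1 from 173 ± 1.56 to 121 ± 4.74 CPM, Esrrb from 203 ± 4.77 to 169 ± 7.28 CPM and Tbx3 from 56.5 ± 3.37 to 44.6 ± 1.99 CPM. Sox2 fell from 338 ± 16.1 to 291 ± 2.09 CPM (adjusted p = 0.0405, limma). Pou5f1, the central pluripotency factor gene, was at 1442 ± 79.2 CPM in ethanol and 1439 ± 107 CPM with 4-OHT and did not pass. The naive list as a whole was higher in camera (adjusted p = 0.0188), with a median log2 fold change of 0.13. That call was lost at a preset correlation of 0.05 (adjusted p = 0.104) and with an estimated correlation (adjusted p = 0.265). It was also lost with fold changes as the statistic (adjusted p = 0.0632). As the list also holds general pluripotency genes such as Pou5f1 and Sox2, the call is not specific to the naive state.

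Neuroectoderm genes were mostly higher with 4-OHT, as 11 of 19 measured rose, Nes fell and 7 did not pass (13 and 3 adjusted over the list alone). Zic1 rose from 1.01 ± 0.335 to 5.74 ± 0.926 CPM, Pax3 from 0.389 ± 0.108 to 3.54 ± 0.386 CPM and Neurog3 from 0.622 ± 0.00280 to 4.47 ± 1.10 CPM. Pax2 had 2 reads in ethanol against 29 with 4-OHT. The list was higher in camera (adjusted p = 4.38e-05; adjusted p = 0.227 with an estimated correlation), with a median log2 fold change of 0.64. Of 19 measured Hox genes, which pattern the body axis, 11 rose, 0 fell and 8 did not pass (13 and 0 adjusted over the list alone). Hoxb8 went from 2 to 41 reads (ratio 19.8, counting interval 5.14 to 169) and Hoxa9 from 1 to 21 reads (ratio 20.3, counting interval 3.26 to 838). Hoxa10 rose from 0.933 ± 0.00430 to 4.60 ± 0.682 CPM and Hoxb9 from 0.778 ± 0.224 to 2.94 ± 0.338 CPM. The Hox list was higher in camera (adjusted p = 7.82e-07; adjusted p = 0.212 with an estimated correlation).

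**Figure D3:**
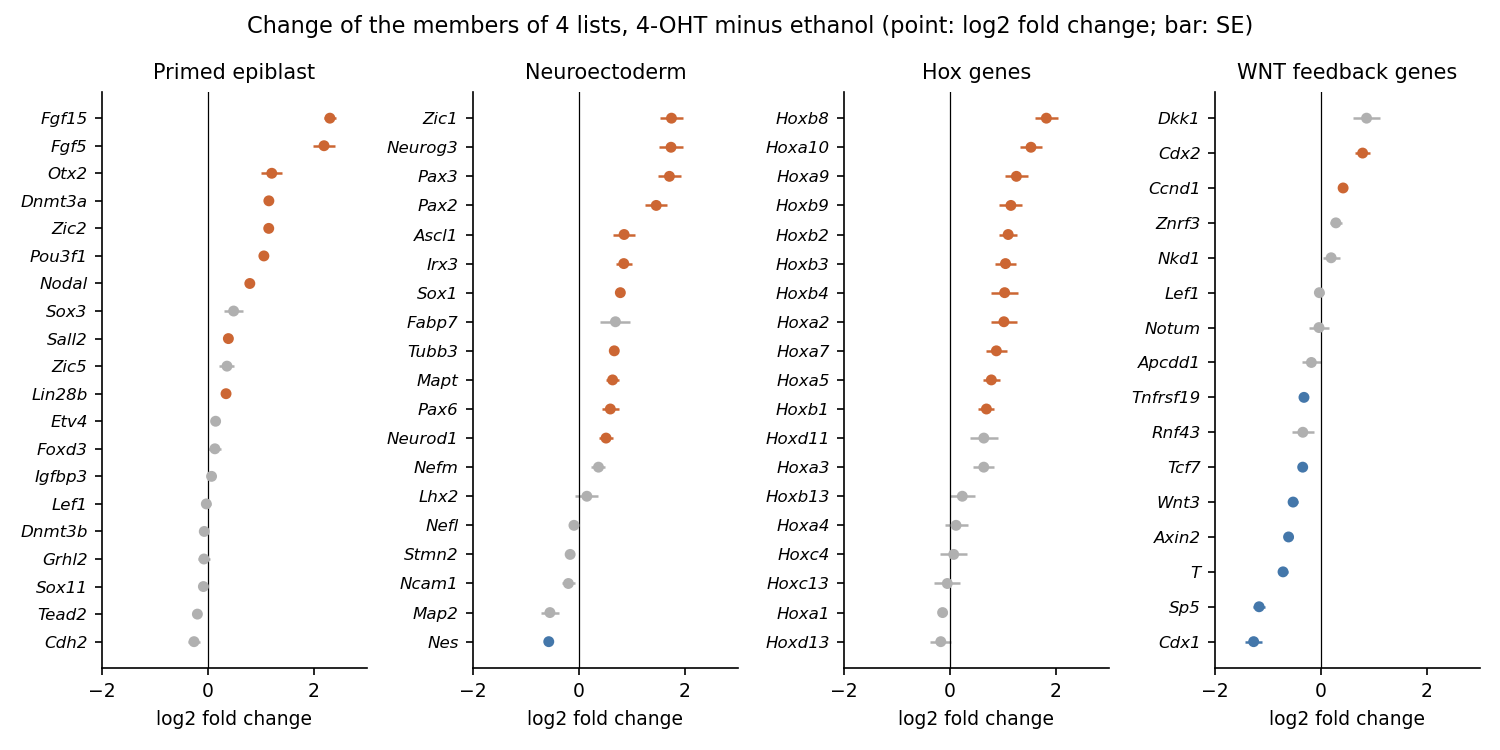
Log2 fold change of CPM + 1 (4-OHT minus ethanol, point) with its SE (bar) for the measured members of 4 lists; orange members rose, blue members fell and grey members did not pass the threshold. In the first 3 lists 9 of 20, 11 of 19 and 11 of 19 members rose, and in the list of WNT feedback genes 7 of 16 fell.

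Of 17 genes that respond to Nodal and BMP signals, 8 rose with 4-OHT, 2 fell and 7 did not pass (9 and 2 adjusted over the list alone; camera adjusted p = 4.38e-05; adjusted p = 0.233 with an estimated correlation). Msx1, a homeobox gene, rose from 3.73 ± 0.237 to 17.3 ± 1.15 CPM and Msx2 from 3.27 ± 0.0149 to 8.74 ± 0.901 CPM. Id3 rose from 46.3 ± 3.09 to 96.0 ± 0.469 CPM and Nodal itself from 121 ± 4.51 to 210 ± 7.01 CPM. The genes that fell were Pmepa1, from 45.4 ± 3.29 to 26.3 ± 1.97 CPM, and Lefty1, from 658 ± 65.3 to 467 ± 31.3 CPM. The list of WNT feedback genes, which also holds other genes of the pathway, was lower. Of 16, 7 fell, 2 rose and 7 did not pass (7 and 4 adjusted over the list alone). Its camera adjusted p was 0.0346, and 0.421 with an estimated correlation. Cdx1 fell from 21.1 ± 2.32 to 8.20 ± 1.48 CPM, Sp5 from 39.3 ± 2.24 to 16.9 ± 1.23 CPM and T, the brachyury gene, from 45.7 ± 1.75 to 27.4 ± 0.359 CPM. Cdx2, which rose from 10.1 ± 0.394 to 18.1 ± 0.265 CPM, and the cyclin gene Ccnd1, which rose from 411 ± 10.3 to 549 ± 7.66 CPM, went the other way. Cdx1, T and Wnt3 are also on the list of the primitive streak and mesoderm. Among the members that encode WNT inhibitors, Axin2 fell from 74.7 to 48.7 CPM. Rnf43, Apcdd1 and Notum pointed down and Nkd1, Znrf3 and Dkk1 up, without passing in limma. The edgeR test called Dkk1 higher (edgeR adjusted p = 0.0117). A fall of the inhibitors as a set is therefore not shown. The list of FGF and ERK feedback genes, which also holds other response genes such as Myc and Etv1, split evenly. Of 21, 5 were higher, 5 lower and 11 not past the threshold (7 and 6 adjusted over the list alone). Among its Dusp, Spry and Spred genes and Il17rd, the split was not even. Dusp6, Spry2, Spry4 and Il17rd rose, Dusp4 and Spry1 fell, and Dusp5, Spred1 and Spred2 did not pass. Myc rose from 55.3 ± 1.46 to 110 ± 2.47 CPM and Dusp6 from 146 ± 10.0 to 233 ± 0.988 CPM, while Etv1 fell from 16.5 ± 1.46 to 7.74 ± 1.51 CPM and Spry1 from 16.9 ± 0.143 to 9.41 ± 1.17 CPM. The median of this list was -0.02 and its mean 0.03 (camera adjusted p = 0.516).

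Of 30 genes of glycolysis and hypoxia, 13 rose, Hk2 fell and 16 did not pass (14 and 1 adjusted over the list alone; camera adjusted p = 1.76e-07; adjusted p = 0.212 with an estimated correlation). Slc16a3, a lactate exporter gene, rose from 88.2 ± 2.16 to 187 ± 3.54 CPM, Ldha from 608 ± 3.43 to 933 ± 41.3 CPM, Aldoc from 6.22 ± 0.0284 to 14.1 ± 2.39 CPM and Bnip3 from 8.48 ± 1.03 to 18.7 ± 2.11 CPM. Targets of p53 were lower as a list: of 28, 9 fell, 2 rose and 17 did not pass (9 and 2 adjusted over the list alone; camera adjusted p = 0.00178; adjusted p = 0.233 with an estimated correlation). Plk2 fell from 208 ± 8.65 to 133 ± 6.55 CPM, Phlda3 from 209 ± 7.95 to 147 ± 6.39 CPM and Perp from 167 ± 3.86 to 119 ± 2.61 CPM, whereas Cdkn1a, which encodes the cell cycle inhibitor p21, rose from 124 ± 4.38 to 174 ± 1.68 CPM. Among 26 genes of the G2/M phases, Aurkb, Kif23 and Ube2c fell by between 0.27 and 0.20 on the log2 scale, 0 rose and 23 did not pass (4 and 0, fell and rose, adjusted over the list alone). That list was lower in camera (adjusted p = 0.0147; adjusted p = 0.265 with an estimated correlation). Of 29 genes of the G1/S phases, Ccnd2 rose from 41.8 ± 0.191 to 68.8 ± 0.446 CPM, with Ccnd1, Ccnd3 and Cdkn1c also higher, Cdk6 fell and 24 did not pass (4 and 3 adjusted over the list alone). Its median was -0.03 and its mean 0.02 (camera adjusted p = 0.976). Of 26 cholesterol biosynthesis genes, 2 rose, Dhcr7 among them, Sqle fell and 23 did not pass, with the same counts adjusted over the list alone (median -0.02, mean 0.04, camera adjusted p = 0.976).

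Germline genes rose in 6 of 24 cases, with 0 lower and 18 not past the threshold (9 and 0 adjusted over the list alone; camera adjusted p = 4.38e-05; adjusted p = 0.212 with an estimated correlation). Smc1b, a meiotic cohesin gene, rose from 1.17 ± 0.545 to 6.16 ± 0.0615 CPM, Stag3 from 19.2 ± 1.96 to 37.0 ± 4.62 CPM, Tuba3a from 8.09 ± 0.477 to 16.1 ± 1.06 CPM and Mael from 11.7 ± 0.827 to 21.9 ± 0.984 CPM. Of 16 genes of the 2-cell-like state, Zscan4d and Usp17la rose, 0 fell and 14 did not pass (3 and 0 adjusted over the list alone; camera adjusted p = 0.0297; adjusted p = 0.265 with an estimated correlation). Both belong to families of near-identical copies, so their levels are uncertain. Of 20 interferon-stimulated genes, Psmb8 rose from 3.81 ± 0.313 to 17.6 ± 2.56 CPM and Bst2 from 96.3 ± 6.93 to 119 ± 2.96 CPM, 0 fell and 18 did not pass (4 and 0 adjusted over the list alone; camera adjusted p = 0.0188; adjusted p = 0.426 with an estimated correlation). Imprinted genes were not past the camera threshold as a list (adjusted p = 0.380), yet 8 of 30 rose, 2 fell and 20 did not pass (9 and 8 adjusted over the list alone, and 8 and 8 in edgeR). Mest rose from 362 ± 15.8 to 896 ± 38.5 CPM, Dlk1 from 34.3 ± 2.91 to 77.6 ± 5.23 CPM, Magel2 from 4.04 ± 0.202 to 8.35 ± 1.25 CPM and Phlda2 from 31.2 ± 0.252 to 56.6 ± 1.60 CPM.

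Markers of other cell types that the cultures could hold moved in both directions. Of 27 fibroblast feeder markers, 5 rose, 4 fell and 18 did not pass (7 and 4 adjusted over the list alone; median 0.03, camera adjusted p = 0.714). Fn1 fell from 634 ± 13.4 to 283 ± 19.5 CPM, whereas Col1a2 rose from 20.8 ± 1.63 to 45.0 ± 3.56 CPM, Thbs1 from 129 ± 4.22 to 217 ± 10.2 CPM and Thy1 from 1.40 ± 0.226 to 3.25 ± 0.575 CPM. Of 25 endoderm genes, 2 rose, 5 fell and 18 did not pass (5 and 5 adjusted over the list alone; median 0.19, camera adjusted p = 0.976). The falls included the basement membrane genes Col4a2 (68.2 ± 6.73 to 42.1 ± 1.98 CPM), Col4a1 (139 ± 6.95 to 89.1 ± 2.41 CPM), Lama1 (53.6 ± 2.28 to 38.3 ± 2.92 CPM) and Lamb1 (322 ± 2.13 to 260 ± 2.21 CPM). Of 18 genes of the primitive streak and mesoderm, 4 rose, 4 fell and 10 did not pass (6 and 5 adjusted over the list alone; median -0.00070, mean 0.03, camera adjusted p = 0.976). Kdr rose from 1.79 ± 0.542 to 7.26 ± 0.595 CPM and Evx1 from 0.701 ± 0.333 to 2.28 ± 0.817 CPM, while Bmp4 fell from 17.8 ± 0.469 to 6.99 ± 0.233 CPM. Of 17 trophoblast genes, 3 rose, 3 fell and 11 did not pass (4 and 4 adjusted over the list alone; median -0.06, mean 0.0036, camera adjusted p = 0.976). Tfap2a rose from 3.19 ± 0.535 to 9.03 ± 0.713 CPM and Krt7 fell from 6.53 ± 0.630 to 3.36 ± 0.478 CPM.

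**Figure D4:**
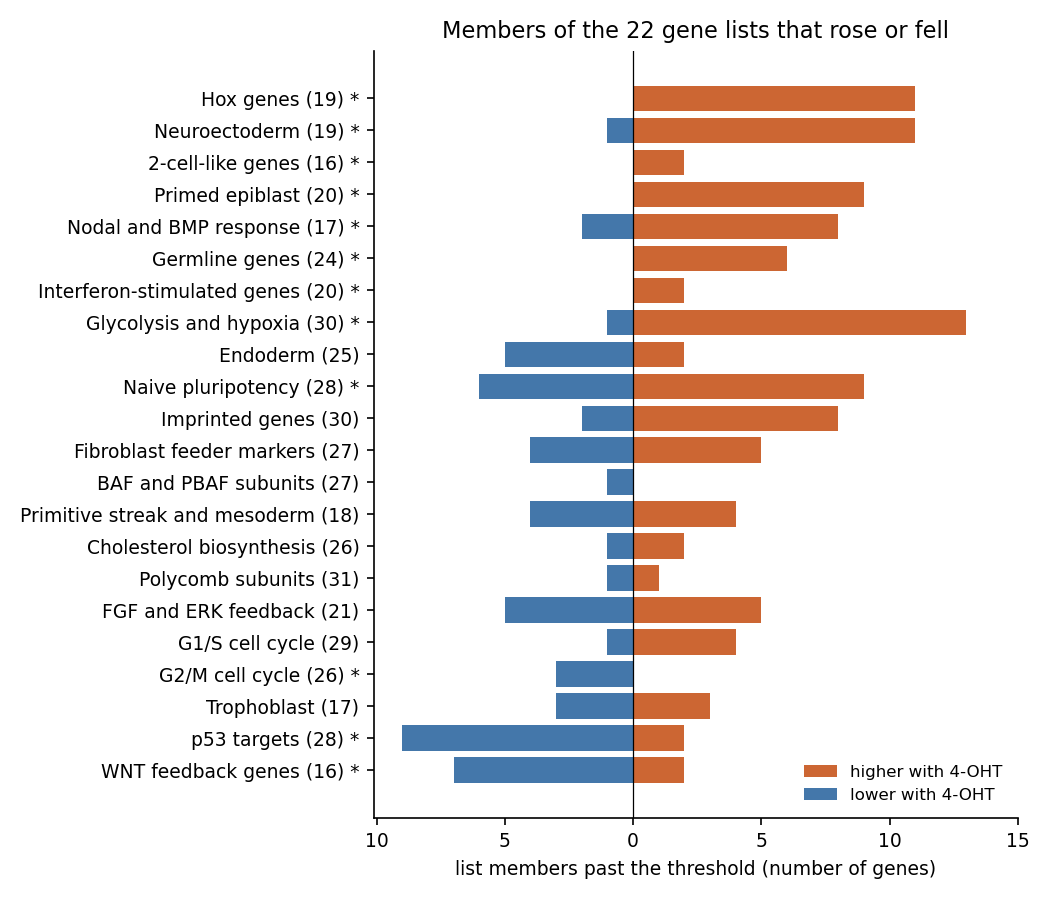
Number of members of each of the 22 gene lists that rose (orange, to the right) or fell (blue, to the left) with 4-OHT, with the number measured in brackets and lists ordered by their median log2 fold change. An asterisk marks the 12 lists past the camera threshold at a preset correlation of 0.01, of which 0 passed with an estimated correlation.

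Of the 22 lists, 12 passed the camera threshold at a preset correlation of 0.01 and 0 with an estimated correlation. Median and mean differed in sign for the BAF, Polycomb, cholesterol, G1/S, FGF, mesoderm and trophoblast lists, and camera pointed with the median in the G1/S and trophoblast lists and with the mean in the other 5. The fold changes are on the log2(CPM + 1) scale, which understates the change of genes at low levels. Exons of 12 of the 100 genes that the rule named share at least 10% of their bases with a gene on the opposite strand, so their levels are uncertain where counting ignored strand: Arhgef26, Bnip3, Ccnd1, Cdkn1c, Fgf15, L3mbtl2, Mest, Neurog3, Pou5f1, Psmb8, Spry1 and Ube2c. No 4-OHT treatment of a line without the floxed alleles was analysed here, so the effects of 4-OHT and of CreERT2 activity are part of each difference.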

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

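The count of 1360 genes (55.4% higher) came to 1383 with size factors of DESeq2, 1111 with a pseudocount of 0.1 and, chosen after seeing the data, 1355 without genes of several solutions and 1992 in edgeR without a filter. It moved by over 1.5 times in DESeq2 (704), edgeR with filterByExpr (2042) and edgeR with TMM recomputed (2074), the edgeR fits being chosen after seeing the data, and at thresholds of 0.01 (638) and 0.1 (2062), with a 2-fold minimum (215) and with Bonferroni adjustment (110). The share that rose was 74.4% with a 2-fold minimum, 64.5% with Bonferroni adjustment, 51.0% and 48.1% for genes with a mean log2 CPM of at least 1 and 3, and 51.6%, 52.7% and 51.7% in edgeR with filterByExpr, without a filter and with TMM; the cause was not tested. Leaving out 1 library gave 0 to 1031 genes, of which 55.2 to 60.7% rose where any passed. The limma count was 0 without either 4-OHT library (2505 and 2514 genes at an unadjusted p under 0.05, and 1588 and 1767 calls in edgeR), when the residual spread rested on 1 degree of freedom from the ethanol pair and the prior degrees of freedom were 2.64 and 2.65 against 19.5 and 19.04 without an ethanol library; a lone library is assumed to vary like the other group. The log2 fold change of the targeted gene Arid1a was -1.25 and -1.08 without a 4-OHT library, with limma adjusted p of 0.129 and 0.121. No named gene that passed turned its sign under any setting run. The fewest named genes kept their side of the threshold without a 4-OHT library (4 of 100) and with Bonferroni adjustment (42 of 100). Of the 22 lists, 12 passed at a correlation of 0.01, 7 at 0.05 and 0 with an estimated correlation, where the residuals have 2 degrees of freedom; the other settings gave 9 to 12. Over these settings 208 results for single lists kept their side of the threshold, 32 lost it and 2 gained it, the imprinted genes among genes with a mean log2 CPM of at least 1 and the endoderm list against random lists. No paired analysis was possible because the columns carry no replicate numbers. Depth limits genes under about 0.477 CPM, the level 3 reads give.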

Other observations

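Genes of the basement membrane, of Hedgehog signalling and of DNA methylation are described here from lists and with tests chosen after the results were seen, all of them with many of the members' values known. The tests of hypotheses and explanations were all chosen after the results were seen, those on fibroblasts, endoderm and p53 after other criteria had been tried. Of 18 basement membrane genes, 11 fell with 4-OHT, 0 rose and 7 did not pass. Nid2, a nidogen gene, fell from 390 to 182 CPM and Agrn, the agrin gene, from 527 to 278 CPM. Hspg2, which encodes perlecan, fell from 839 to 572 CPM. Lamc1 at 630 and 604 CPM and Col18a1 at 703 and 702 CPM did not pass. Without the 4 genes that prompted it (Fn1, Nid2, Agrn and Lamb3), 7 of 14 fell and the list was lower in camera (adjusted p = 1.33e-05 over 6 lists; adjusted p = 0.445 with an estimated correlation). The 7 include Col4a1, Col4a2, Lama1 and Lamb1, already described above as lower, so the reduced list is not an independent test. Of 8 genes of DNA methylation and its removal, Dnmt3a, Dnmt3l, Tet1 and Tet2 rose and 4 did not pass, among them Dnmt3b at 542 and 517 CPM. Dnmt3l rose from 407 to 568 CPM and Tet1 from 238 to 324 CPM, but without Dnmt3a the list was not past the threshold (adjusted p = 0.194).

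Of 11 Hedgehog pathway genes, 6 rose, Gli1 among them, 0 fell and 5 did not pass. Ptch1 rose from 40.7 to 77.0 CPM, Gli2 from 61.0 to 89.9 CPM, Boc from 3.42 to 8.43 CPM and Gas1 from 10.8 to 19.2 CPM, while Smo, Sufu, Gli3, Cdon and Hhip did not pass. A hypothesis is that Hedgehog signalling may be higher in the treated cells. Without Gli1 the list had a median log2 fold change of 0.38 (5 of 10 rose, 0 fell). Its camera adjusted p was 2.45e-05, and 0.259 with an estimated correlation. But the members' values had been seen when the list was written. The list was also not split into genes that the signal raises and other members. Its rise alone does not show higher signalling, so the hypothesis stays open. A second hypothesis, that Crabp1 and Stra8 may mark a general rise of retinoic acid genes, was not borne out: of the other 11 genes 4 rose (Crabp2, Cyp26a1, Cyp26c1 and Rarg) and 4 fell (among them Rarb, Rxrg and Dhrs3), with a median log2 fold change of -0.21 and a mean of 0.07, and camera pointed up with the mean without passing the threshold (adjusted p = 0.725).

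The deposited log2 fold changes were unrelated to the mean CPM of their rows. The mean CPM columns being out of register with the genes is argued against by the 92 ribosomal protein genes, whose median CPM was 6.02 times that of all genes. The fold changes and p-values being out of register is what the values show: 91.4% of the log2 fold changes recomputed from recovered reads (edgeR's exact test) for 279 genes with a fold of at least 2 and a mean of at least 2 CPM were found in the deposited column within 0.001, 0% in the gene's own row, against 38.0% with the signs turned. This is consistent with results sorted by p having been joined to identifiers in text order. No biological explanation was tested.

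The fall of basement membrane genes, with a median log2 fold change of -0.51 over all 18 and of -0.24 over the 14 that did not prompt the list, could come from fewer feeder fibroblasts or fewer endoderm cells in the 4-OHT libraries. The 26 fibroblast markers outside that list had a median of 0.077 (SD 0.414), with Col1a2, Thbs1, Thy1, Timp3 and Cyr61 higher and Fstl1, Tagln and Col5a2 lower. Their median lay 0.59 above that of all 18, beyond their spread. But the 18 include the 4 genes that prompted the list by their fall, so this gap does not decide on fewer fibroblasts. Against the 14 the gap of 0.314 was within that spread, as was the gap to all 18 of the 5 collagens alone (median -0.061, SD 0.608). Fewer fibroblasts can therefore not be told apart from a change within the ESCs. Of 6 endoderm regulators (Gata4, Gata6, Sox17, Sox7, Pdgfra and Dab2) 0 fell and 0 rose, with a median of 0.26 (SD 0.359). But 5 of them lay under 5 CPM in both groups and Dab2 stood at 19.3 and 17.4 CPM. They cannot tell fewer endoderm cells apart from a change within the ESCs either. Outside the basement membrane genes, the endoderm list also held Sparc (350 to 413 CPM) and Lrp2 (267 to 326 CPM), which rose. Plod2 fell from 118 to 97.0 CPM, and the rest of them did not pass. These genes were not part of the test of regulators. The loss of Arid1a stays open as a biological explanation.

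The 1360 changed genes could also reflect the treatment rather than the loss of Arid1a. A p53 response under way at collection, as DNA damage by CreERT2 would give, was looked for in the p53 targets, which were not higher as a list. Of 28, 9 fell, Mdm2 and Ccng1 among them, although Cdkn1a and Btg2 rose (median log2 fold change -0.11; camera adjusted p = 0.00178, and 0.0353 at a preset correlation of 0.05). That call was lost with fold changes as the statistic (adjusted p = 0.143) and with an estimated correlation (adjusted p = 0.233), the highest over the settings run. The list pointed down in every setting run, so a rise of the p53 targets as a whole was not seen. As single targets moved both ways and passing the threshold depended on the setting, a p53 response is left undecided. A gained or lost chromosome is argued against by the medians of the chromosomes, which departed from 0 by no more than -0.034 (chromosome X). Another effect of 4-OHT or CreERT2 cannot be told apart from the loss of Arid1a, because 0 libraries of a line without the floxed alleles were analysed here. The loss of Arid1a, the difference the design names, stays among the open explanations.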
